A study of Arabidopsis thaliana with 12 samples.

How the data were processed

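Poly-A RNA was sequenced from 4 Arabidopsis thaliana genotypes in the Columbia background, with 3 biological replicates of each and 12 libraries in all. The plants were 3 weeks old, and each sample was the hypocotyl together with the uppermost 5 mm of the root. Per the labels' protocols, RNA was extracted with Trizol, 1 µg of RNA entered each library, polyadenylated RNA was selected on oligo-dT beads, and libraries were made with a NEBNext Ultra kit. Each sample's group and replicate number came from its title and genotype label.

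The authors deposited raw counts per gene, 1 file per library, with replicates not pooled; the values are whole numbers and no normalization is recorded. The aligner, the counting program, the treatment of strand, the genome build and the annotation are not stated in the labels or the file headers. How reads shared by near-identical genes or by overlapping genes were assigned is therefore unknown, and counts of such genes are uncertain.

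Total counts ranged from 10507590 to 14716123 per library. The files held 32833 loci under Arabidopsis locus codes. Names and gene order were taken from the reference gene table of assembly TAIR10.1, in which 32548 loci were found; the 285 others were 133 chloroplast and 152 mitochondrial loci. Since the files name no build, no coordinates of that assembly are given. Of the 140 genes on the lists fixed before the data were examined, 3 (DOF5.1, ERF018 and ERF109) were left out, because neither the symbol nor the synonyms that the table gives for their loci held the listed name; others are named by the table's symbol.

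Counts were analysed with edgeR 4.0.16 in R 4.3.3. Loci with too few counts were removed by edgeR's filterByExpr, which left 19236 loci holding 99.9% of all counts. Libraries were scaled by TMM (factors 0.985 to 1.011), and a quasi-likelihood model with robust dispersion was fitted to all 12 libraries with a term per genotype. The common biological coefficient of variation was 11.6%. Quasi-likelihood F-tests were run for 5 pairwise contrasts and for the interaction of the 2 receptor families. On the log2 scale, the interaction is the effect of losing ER and ERL2 in the pxf background minus that in the wild-type background. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as changed. CPM of single genes are TMM-scaled and given as mean ± SD. A fold against a group with no counts is a lower bound, taken against 3 counts, and for a group with 1 to 3 counts the ratio is given with a 95% interval; these cover counting error only. Principal components were computed on log2 CPM with a prior count of 2.

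Overlaps of calls were tested with Fisher's exact test. Contrasts against the same wild-type libraries share the chance values of those libraries, so 20 simulations of unchanged groups against the same controls were made for comparison, taking as many top-ranked genes as were called in the data, whether or not they passed the threshold. The simulated correlation of pxf against wild type with pxf er erl2 against er erl2 was added after the data had been seen.

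Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 42 tests of 7 lists in 6 contrasts. The lists held cambium regulators, xylem secondary wall genes, phloem genes, mitotic cell cycle genes, ethylene response factors, wound response genes and photosynthesis genes. Members of these and of the later lists were written from general knowledge of the field, without a published source. Each test was repeated with fry and with the correlation estimated from the data. Lists of morning and evening clock genes were also fixed beforehand and were compared with 10000 random lists of the same size and mean expression. Lists of abundant leaf transcripts, of more clock genes and of aliphatic glucosinolate genes were added later and compared in the same way. Genes of a list can vary together in ways that random lists lack, so these percentiles describe the lists only.

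The genes named were set by a rule written before the data were examined: the mutated receptor genes; in each contrast the 3 genes with the largest rise and the 3 with the largest fall among changed genes of at least 1 CPM on average, with all replicates of one group above all of the other for contrasts of 2 groups; and, per list and contrast, at most 3 changed members in order of size. Genes outside this rule are said to have been chosen after their values were seen.

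The place of changed genes in the gene order was examined after the fold changes had been seen. Genes changed at least 8-fold were counted in sliding windows of 100 tested nuclear genes, and the largest count was compared with 10000 random placements over 19193 genes. Windows with more such genes than the 95th percentile of those largest counts were joined into runs. Windows of 50 genes and a 4-fold limit were tried as alternatives, with 1000 placements each.

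The tests were checked on simulated data before use. With 200 genes changed by known folds in counts drawn from the real means, the test recovered 175 of them for er erl2 against wild type, 176 for pxf against wild type, 172 for pxf er erl2 against wild type, 181 for pxf er erl2 against pxf and 177 for pxf er erl2 against er erl2, each with the right direction. These simulations tested 19021, 19051, 19027, 19028 and 19018 genes, and called 7, 17, 10, 12 and 8 unchanged genes in that order. In 10 simulations over 19236 genes, a list of 12 genes was raised by 1 on the log2 scale. The raised list passed in 30 of 30 tests with each method, while camera passed 9 of 390 unraised tests, fry 1 and the estimated correlation 3. Each gene was drawn independently in these simulations. They therefore do not show how the 3 methods fare on lists whose genes vary together. In 20 random placements of 200 genes among 19193, the window test gave a p under 0.05 in 0, and a planted run of 300 genes was found in full.

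Alternatives fixed before the data were examined were other size factors, library totals only, the Wald test of DESeq2 1.42.0, no filter, a filter at a mean of 1 CPM, a fit of the compared groups only, the replicate number as a block, a correction for GC content, both together, a 2-fold minimum change, and leaving out each library in turn. Counts thinned to the smallest library, genes outside the runs and a block in a fit of wild type and pxf er erl2 alone were added after the data had been seen. The labels do not say that replicate numbers mark a shared batch. Deviations from the group means of libraries with the same number correlated at -0.37 to 0.27, with a median of -0.05 and 5 of 18 pairs above 0.1. They correlated above 0.1 in all 3 same-numbered pairs only between wild type and pxf er erl2 (0.107 to 0.270), so the numbers were taken to pair the libraries in that contrast; in 3 of 30 matchings of other numbers between groups, all 3 pairs were above 0.1 as well. Figures were drawn with matplotlib 3.10.9.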

Results

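The vascular cambium is the meristem that thickens the hypocotyl and root, giving xylem to the inside and phloem to the outside. Transcripts of 3-week-old hypocotyls with the upper 5 mm of root were counted in wild type, in the er erl2 double mutant, in the pxf triple mutant and in the pxf er erl2 quintuple mutant, to find genes that differ between lines with altered radial growth. ER and ERL2 are receptor kinases of the ERECTA family; pxf is described as a mutant of the receptor kinase PXY and its relatives PXL1 and PXL2. Each genotype was represented by 3 libraries. Total counts were 10507590 to 11823295 in wild type, 11307735 to 12260181 in er erl2, 12893975 to 14716123 in pxf and 12012325 to 13333413 in pxf er erl2, so the wild-type libraries were the shallowest group on average and the pxf libraries the deepest.

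Replicates resembled one another more than libraries of other genotypes did. Across tested genes, the correlation of log2 CPM was 0.977 to 0.990 between replicates and 0.926 to 0.972 between libraries of different genotypes; genes are not independent replicates, so these values describe likeness only. The chi-square per degree of freedom between replicates was 3.31 to 18.9, so no pair of files holds repeated counts of the same library; separate plants exceed 1 in any case. The first principal component held 39.0% of the variance and set pxf and pxf er erl2 apart from wild type and er erl2. The second held 27.9% and set er erl2 and pxf er erl2 apart from wild type and pxf. The labels name no sequencing batch.

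**Figure D1:**
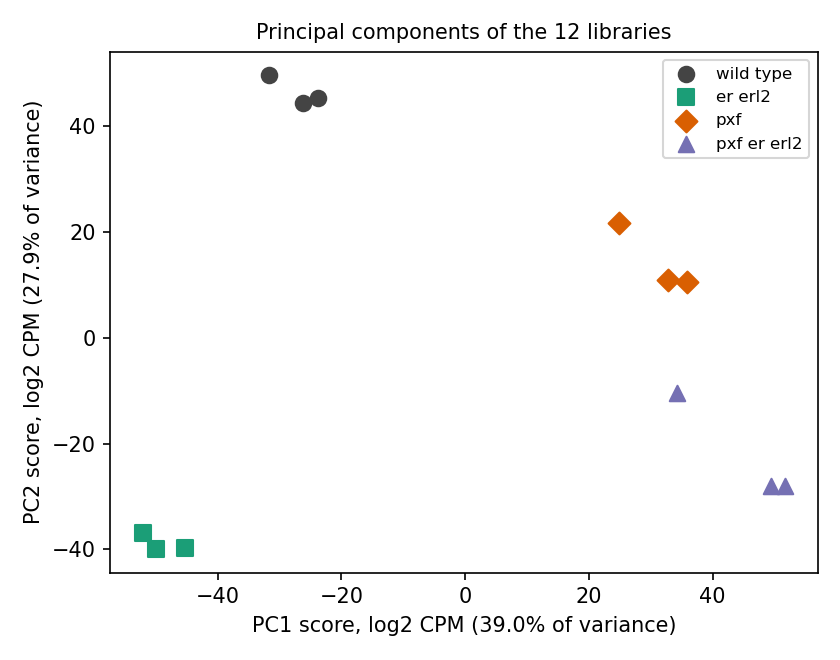
First and second principal component scores of log2 CPM for the 12 libraries, 1 point per library, with the share of variance (39.0% and 27.9%) on each axis. The 3 libraries of each genotype lie together, and 1 library of pxf er erl2 lies between its own group and pxf.

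The mutated genes were examined first. PXY (AT5G61480) stood at 249 ± 1.52 CPM in wild type and 22.9 ± 2.76 CPM in pxf (SD, n = 3), a log2 fold change of -3.44 (SE 0.087, adjusted p 1.94e-10, edgeR). Leaving out pxf replicate 3 moved this value most among the alternatives, to -3.54. In pxf er erl2, PXY was at 77.3 ± 5.76 CPM, below wild type (log2 fold change -1.69, adjusted p 4.31e-08) but above pxf (1.76, SE 0.08, adjusted p 1.14e-07). In er erl2, it was higher than in wild type, at 349 ± 17.4 CPM (0.49, adjusted p 0.000787). ER (AT2G26330) fell from 38.3 ± 5.17 CPM in wild type to 9.57 ± 1.67 in er erl2 (-2.002, SE 0.148, adjusted p 1.22e-06) and 9.33 ± 1.83 in pxf er erl2 (-2.03, adjusted p 9.76e-07), and rose to 62.5 ± 3.14 in pxf (0.71, adjusted p 0.00248).

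The other mutated loci had few counts. ERL2 (AT5G07180) had 16 counts over the 3 wild-type libraries, 14 in er erl2, 14 in pxf and 5 in pxf er erl2. PXL1 (AT1G08590) had 7, 10, 37 and 14 counts in the same order. It was counted more in pxf, with 10 to 14 counts per library, than in wild type, with 2 or 3. In pxf er erl2 it had 4 to 6 per library. By rank alone, chance fully parts 2 groups of 3 libraries in 10% of cases, whatever the size of the difference in counts. The counts thus show no loss of PXL1 in pxf. Neither gene was tested. PXL2 (AT4G28650) had 31 counts in wild type and 19 in pxf, which was not a detectable difference at this depth (-1.01, adjusted p 0.184). It was lower in pxf er erl2, with 10 counts (-1.79, adjusted p 0.0283), a call that was lost without wild type replicate 1 (adjusted p 0.113) and without pxf er erl2 replicate 2 (0.0875) or 3 (0.0731). Counts of a locus do not show whether its transcript is functional.

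**Figure D2:**
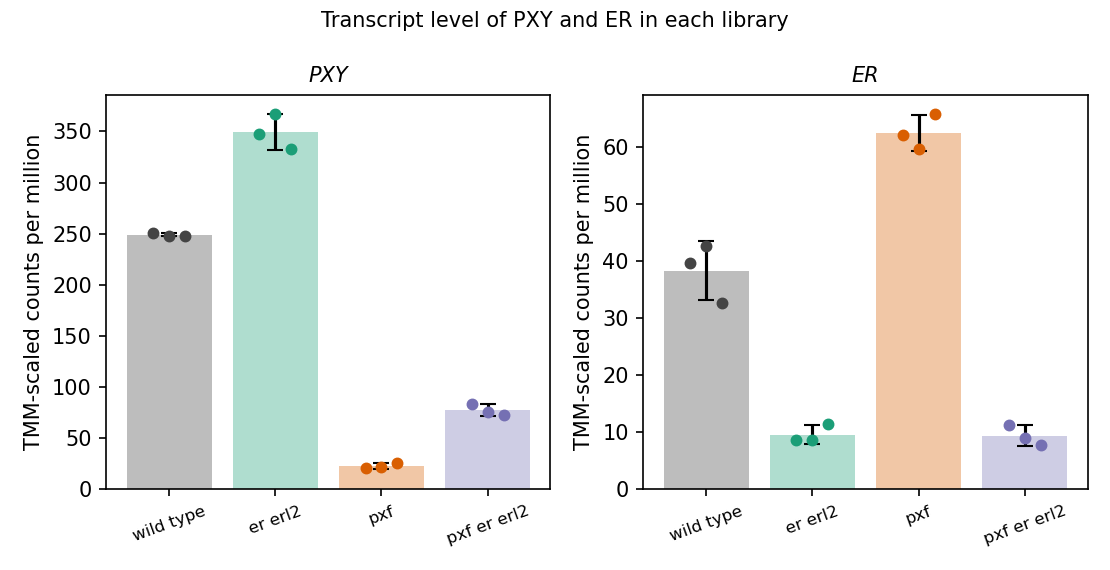
TMM-scaled CPM of PXY and ER by genotype; bars are means of 3 libraries, error bars are SD and points are libraries. PXY is lowest in pxf (22.9) and partly higher in pxf er erl2 (77.3), and ER is low in both lines that carry the er mutation (9.57 and 9.33).

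The effect of losing ER and ERL2 was read from er erl2 against wild type. Of 19236 genes tested, 3607 changed (18.8%), 1983 higher and 1624 lower. The alternative that moved this count most was a 2-fold minimum change, which left 958 genes. The share of changed genes that were higher was 46.7% in a fit of the compared groups alone, so the majority direction depends on the fit. The 3 largest falls among the named genes were in genes with no count in any er erl2 library: AT5G28350 (68.6 ± 3.15 CPM in wild type, at least 820-fold lower), AT3G43740 (47.7 ± 4.17 CPM, at least 569-fold lower) and AT5G56380 (28.7 ± 3.92 CPM, at least 342-fold lower). The 3 largest rises were in genes with no count in wild type: AT4G19240 (47.0 ± 4.69 CPM in er erl2, at least 523-fold higher), AT4G15242 (23.8 ± 4.33 CPM, at least 265-fold) and AT5G34871 (8.29 ± 1.03 CPM, at least 91.7-fold). Adjusted p of these 6 genes ranged from 6.99e-12 to 1.38e-05. Of the 6, AT5G28350, AT5G34871 and AT3G43740 lie in runs of neighbouring changed genes found in er erl2, and AT4G15242 in a run found in pxf er erl2 against pxf.

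Among list genes, ERL1 (AT5G62230) had 1 count in wild type and 73 in er erl2, a ratio of 67.9 (95% counting interval 11.8 to 2717). It had 9 counts in pxf er erl2, 8 of them in replicate 3. A rise of that size was thus not seen in the other line with the er and erl2 mutations. LBD11 rose from 12.5 ± 2.46 to 22.96 ± 0.813 CPM (0.88, SE 0.13, adjusted p 0.000447) and ANT from 41.1 to 68.9 ± 15.3 CPM (0.74, SE 0.14, adjusted p 0.00334). Of the xylem wall genes, LAC17 rose from 21.2 ± 1.39 to 47.9 ± 6.05 CPM (1.18, SE 0.12, adjusted p 1.69e-05). IRX12 (LAC4) and FLA12 were also higher (1.19 and 1.41, adjusted p 0.00598 and 0.0209), but a fit of the compared groups alone gave adjusted p of 0.0661 and 0.128, and FLA12 was also lost without wild type replicate 1 (0.0566) or 2 (0.0722) and without er erl2 replicate 2 (0.0649). The phloem genes SEOa, SEOR1 and OPS rose by 0.63, 0.48 and 0.45. SEOa was lost without wild type replicate 1, 2 or 3 or er erl2 replicate 1 or 2 (adjusted p 0.0589 to 0.107) and with no filter (0.0606), and SEOR1 without wild type replicate 1, 2 or 3 or er erl2 replicate 2 or 3 (0.0586 to 0.101). OPS was lost without er erl2 replicate 2 (0.0507) or 3 (0.0849) and in a fit of the compared groups alone (0.0888). Of the mitotic genes, PLE (0.72) was lost without er erl2 replicate 3 (adjusted p 0.0550), and TPX2 (0.69) without that library (0.0760) or wild type replicate 3 (0.0674). CYCB2;2 (-0.37) was lost without er erl2 replicate 2 (0.0620) or wild type replicate 1 (0.0649).

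The effect of losing the PXY family was read from pxf against wild type, in which 4041 genes changed (21.02%), 2508 higher and 1533 lower; the share higher was 62.1%, and 54.5% with a correction for GC content. The count fell to 2497 without pxf replicate 3 and to 2615 without pxf replicate 1, against 3629 without pxf replicate 2. The largest rises were AT1G75945 (1 count in wild type, 367 in pxf, ratio 294, 95% counting interval 52.4 to 11638), AT1G78450 (none in wild type, 40 in pxf, at least 10.7-fold higher) and AT1G49975 (2 and 84 counts, ratio 33.6, interval 9.02 to 282). The largest falls were FOP1 (AT5G53390; 94 counts in wild type and none in pxf, at least 39.1-fold lower), its neighbour AT5G53380 (4.43 ± 1.34 to 0.10 ± 0.05 CPM) and PER64 (AT5G42180; 259 ± 82.2 to 6.28 ± 3.29 CPM, log2 fold change -5.35, SE 0.57, adjusted p 0.000351).

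Several list genes changed more than the replicate spread in pxf. STM fell from 134 ± 13.5 to 50.3 ± 5.39 CPM (-1.41, SE 0.11, adjusted p 1.78e-05), while ANT rose from 41.1 to 88.6 ± 10.8 CPM (1.11, adjusted p 0.000289) and CLE44, which lies in a run of neighbouring genes changed in er erl2, from 14.7 ± 1.13 to 30.6 ± 2.48 CPM (1.05, adjusted p 2.62e-05). The secondary wall regulators NAC012 (SND1) and NST1 fell by 3.70 and 3.64 on the log2 scale (adjusted p 0.00273 and 0.000111), NST1 from 24.5 ± 4.19 to 1.95 ± 0.82 CPM. AtMYB103 fell by 1.24 (adjusted p 0.0131), a call lost without pxf replicate 3 (0.0569). SEOR1 and SEOa rose by 1.19 and 1.17 (adjusted p 0.000146 and 0.00124), whereas SUC2 fell by 1.14 (0.0111). ERF1 fell from 23.2 ± 8.40 to 5.01 ± 1.08 CPM (-2.20, adjusted p 0.00276) and ERF104 rose by 0.78 (0.00188). By locus code, ERF104 (AT5G61600) lies near PXY (AT5G61480), so linkage to the mutated locus may contribute to its rise. TPX2 was 0.82 higher (adjusted p 0.00604); AUR1 (0.83) was lost without wild type replicate 3 (0.0574) or pxf replicate 1 (0.0665) or 3 (0.0652). CDC20.1 (0.61) was lost without wild type replicate 1 (0.0528) or 3 (0.103) or pxf replicate 1 (0.103) or 3 (0.109), and with no filter (0.0590).

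In pxf er erl2 against wild type, which shows the loss of both families, 6984 genes changed (36.3%), 3825 higher and 3159 lower (54.8% higher, and 69.3% with a 2-fold minimum change). Of these, 2863 (41.0%) were called in neither er erl2 nor pxf. This does not show that the smaller mutants differ from the quintuple at those genes. Calls of the direct contrasts were not counted over those genes alone, so that question stays open. AT4G19240 and AT4G15242 were again among the largest rises (at least 422-fold and 251-fold), with AT1G75945 (1 count in wild type and 283 in pxf er erl2, ratio 249, 95% counting interval 44.2 to 9850). AT4G14905, AT5G05400 and AT4G07455 had no count in pxf er erl2 and were at least 374-fold, 159-fold and 123-fold lower than in wild type. STM fell to 26.4 ± 4.42 CPM (-2.34, SE 0.12, adjusted p 9.21e-08), WOX14 fell from 20.9 ± 1.82 to 9.56 ± 0.31 CPM (-1.13, adjusted p 2.14e-05) and ANT was at 85.8 ± 6.20 CPM (1.06, adjusted p 0.000138). NST1 and AtMYB103 were lower (-3.36 and -1.14, adjusted p 4.87e-05 and 0.0114), as was NAC012 (-2.09, 0.0119), which was lost without pxf er erl2 replicate 2 (0.0524). NAC045, SEOR1 and SEOa were higher (1.79, 1.49 and 1.47, adjusted p 0.00102, 8.99e-06 and 0.000124). TPX2, CYCB1;4 and SYP111 rose by 0.92, 0.61 and 0.60; SYP111 was lost without pxf er erl2 replicate 2 (0.0543). ERF1 fell (-1.73, adjusted p 0.00439, and 0.0873 in a fit of these groups alone with the replicate number as a block), ERF104 rose (0.90, 0.000305) and RHL41 (ZAT12) fell (-0.86, 0.00240).

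The direct contrasts ask what each family adds when the other is already lost. Between pxf er erl2 and pxf, 2016 genes differed, 975 higher and 1041 lower, a balance (48.4% higher) that went to 55.5% with a 2-fold minimum change. The count was 1192 without pxf er erl2 replicate 1, 1206 without pxf replicate 1 and 1298 without pxf replicate 3. The largest rises were AT4G19240, AT4G15242 (at least 527-fold and 313-fold) and AT4G15390 (0.73 ± 0.44 to 80.8 ± 15.1 CPM), and the largest falls were AT4G14905, AT5G05400 and AT4G07455 (at least 357-fold, 149-fold and 145-fold). AT4G15242, AT4G15390 and AT4G14905 lie in a run found in this contrast. Between pxf er erl2 and er erl2, 6591 genes differed, 3467 higher and 3124 lower (52.6% higher, 49.4% with library totals only and 64.8% with a 2-fold minimum change). Here AT5G28350, AT3G43740 and AT5G44572, which had no count in er erl2, were at least 751-fold, 480-fold and 457-fold higher. AT5G27010 had 1502 counts in er erl2 and 1 in pxf er erl2 (ratio 1590, 95% counting interval 285 to 62852), AT3G25719 had 261 and none (at least 92.1-fold lower), and AT5G32460 had 925 and 3 (ratio 326, interval 111 to 1586). Of these 6 genes, 5 lie in runs found in er erl2, AT3G25719 being the other.

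**Figure D3:**
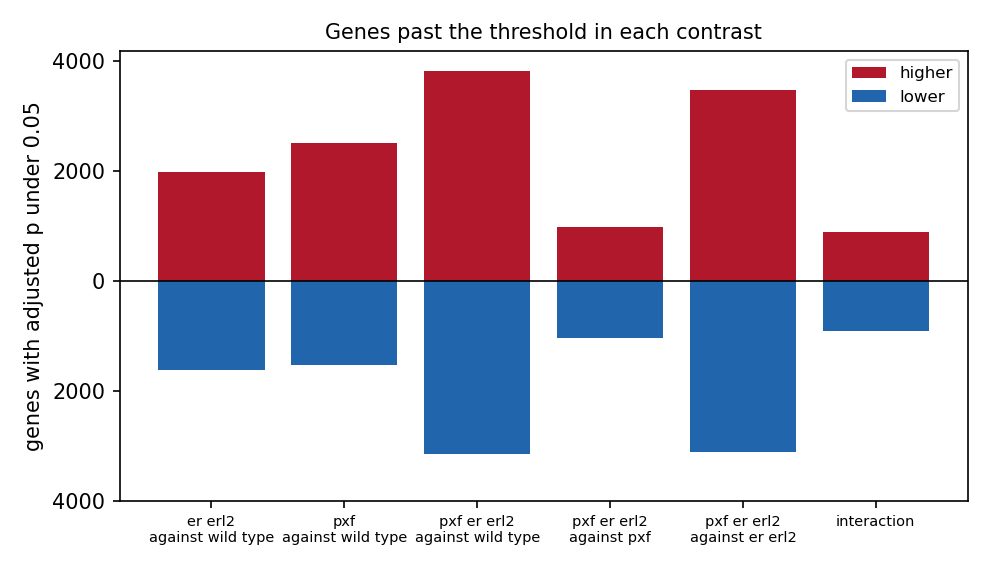
Number of genes with an adjusted p under 0.05 in each contrast, higher above and lower below the zero line. The 2 contrasts with most changed genes are pxf er erl2 against wild type (6984) and against er erl2 (6591), and the interaction has the fewest (1818).

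Whether the effect of losing ER and ERL2 depends on the PXY family was tested by the interaction, in which 1818 genes passed, 895 with a positive and 923 with a negative term (49.2% positive, and 60.1% with a 2-fold minimum change). The count was 1119 without pxf replicate 1 and 1183 without pxf replicate 3. PXY had a positive term (1.27, SE 0.11, adjusted p 1.48e-05). ER had a negative term (-0.74, SE 0.21, adjusted p 0.0433), a call lost in 10 of the 12 fits that each left out 1 library, with adjusted p of up to 0.129 without er erl2 replicate 3. The largest positive terms belonged to AT5G28350, AT3G43740 and AT5G56380, and the largest negative ones to AT1G78450, AT5G32460 and AT5G15360. AT5G32460 was lost without pxf replicate 2 (0.0639) or 3 (0.0769).

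The overlap of er erl2 and pxf was larger than independent calls give. Both contrasts called 1286 genes, 757.7 being the number for independent calls (odds ratio 2.59, Fisher's exact p 3.26e-115), and 1049 of the 1286 (81.6%) changed the same way, 789 higher and 260 lower. A 2-fold minimum change moved this count most, to 243; without er erl2 replicate 3 it was 676, and without wild type replicate 1 it was 693. Simulations of unchanged groups against the same wild-type libraries called 0.65 genes on average (0 to 4) over the 3 contrasts against wild type, so shared controls alone do not put such numbers of genes past the threshold. As many genes as called in the data were then taken by rank instead, whether or not they passed. Both contrasts shared 1362 of these genes on average (1314 to 1400), 1314 of them the same way (1262 to 1349). The 1286 and 1049 of the data lie below these ranges, so by rank the overlap was not larger than shared controls give. The log2 fold changes of the 2 mutants correlated at 0.27 across genes, below the 0.51 (0.49 to 0.54) of the simulations. In all 3 mutants, 956 genes changed the same way, 742 higher and 214 lower, above the 886 (828 to 936) taken by rank in the simulations. Without er erl2 replicate 3 the number was 625. The lines pxf and pxf er erl2 share the PXY family mutations, which the simulations leave out. The excess can come from those mutations and does not show a response common to all 3 mutants.

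Comparisons with no library in common were available for each loss. Of 711 genes called both in er erl2 against wild type and in pxf er erl2 against pxf, 598 (84.1%) changed the same way, and the log2 fold changes correlated at 0.33 across genes, against 0.00 (-0.04 to 0.02) in simulations of unchanged groups. Of 2452 genes called both in pxf against wild type and in pxf er erl2 against er erl2, 2351 (95.9%) changed the same way, with a correlation of 0.42 against 0.00 (-0.03 to 0.03). With wild type shared, 3203 of 3235 calls common to pxf and pxf er erl2 (99.01%) had the same direction and the correlation was 0.73, above the 0.51 (0.50 to 0.53) that shared controls gave. For er erl2 and pxf er erl2, 1708 of 2007 (85.1%) had the same direction, and the correlation of 0.43 was below the 0.51 (0.49 to 0.53) of the simulations.

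Gene lists were compared across the 6 contrasts, and 21 of 42 tests passed with camera. Of these 21, 11 also passed with fry, and 0 passed with the correlation estimated from the data, where 4 of the 42 had an unadjusted p under 0.05; estimating the correlation was the alternative that moved the number most. Photosynthesis genes were higher in all 3 mutants. The median log2 fold change of the 23 genes was 0.88 in er erl2 (adjusted p 1.42e-15, fry 0.00343), 1.45 in pxf (2.90e-22, fry 0.000367) and 1.74 in pxf er erl2 (2.39e-18, fry 0.000224), and all 23 were higher in each. Over all genes tested, 19, 23 and 23 of them changed, and 22, 23 and 23 adjusted over the list alone. CAB3 (LHCB1.2) rose from 4.05 ± 1.52 CPM in wild type to 42.6 ± 7.73 in er erl2, 37.6 ± 11.5 in pxf and 61.2 in pxf er erl2. RBCS3B was higher in er erl2 and pxf (1.88 and 2.59) and CAB2 (LHCB1.1) in pxf er erl2 (3.05). RBCS1B had 2 counts in wild type and 55, 61 and 71 in the mutants (ratios 25.6, 24.4 and 31.2, with 95% counting intervals of 6.75 to 216, 6.48 to 206 and 8.32 to 262). These genes have close copies with which reads can be shared, and RBCS1B and RBCS3B lie in a run found in er erl2. The list was also higher in pxf er erl2 than in pxf (0.24, adjusted p 0.000590, fry 0.319), which was lost without pxf er erl2 replicate 2 (0.0530), and than in er erl2 (0.75, 8.20e-09, fry 0.0108).

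Phloem genes were higher in pxf (median 0.80 over 12 genes, adjusted p 1.61e-05, fry 0.000499) and in pxf er erl2 (1.22, 8.52e-06, fry 0.000182) than in wild type, and higher in pxf er erl2 than in pxf (0.29, 0.00375, fry 0.0370) and er erl2 (0.87, 0.000264, fry 0.000311). In er erl2 against wild type, the phloem median of 0.23 did not pass (0.150). Over all genes, 10 members changed in pxf and 10 in pxf er erl2; adjusted over the list alone, 12 and 10 did. Xylem secondary wall genes were higher in er erl2 (0.51 over 20 genes, 0.00123) and lower in pxf (-0.51, 0.00748), neither of which passed with fry (0.0595 and 0.153). They were lower in pxf er erl2 than in er erl2 (-0.98, 0.000590, fry 0.0108). Over all genes, 8, 12 and 17 members changed in these contrasts, and 12, 15 and 18 adjusted over the list alone. Xylem genes did not pass in pxf er erl2 against wild type (-0.28, 0.174).

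Mitotic genes were higher in er erl2 (0.31 over 19 genes, adjusted p 0.00883), pxf (0.38, 0.00173) and pxf er erl2 (0.39, 0.0300), with fry values of 0.209, 0.125 and 0.208. Without wild type replicate 3 the er erl2 and pxf er erl2 results were lost (0.170 and 0.228), and the latter also without pxf er erl2 replicate 1 (0.0954) or 2 (0.0897). Over all genes, 3, 4 and 8 members changed, and 3, 9 and 9 adjusted over the list alone. Cambium regulators passed in er erl2 (0.19 over 25 genes, 0.0473, fry 0.0283), a call lost without wild type replicate 3 (0.0894) or er erl2 replicate 2 (0.0511) or 3 (0.156). Of these regulators 11 changed over all genes, 13 in pxf and 15 in pxf er erl2, in both directions, and 12, 17 and 16 adjusted over the list alone. Wound response genes were lower in pxf (-0.45 over 15 genes, 0.0137, fry 0.381), lost without pxf replicate 3 (0.377), with 0 members changed over all genes or adjusted over the list alone. The 6 ethylene response factors tested passed in none of the contrasts, the smallest adjusted p being 0.372. In the interaction, cambium regulators (-0.21, 0.0126), mitotic genes (-0.42, 0.00748), wound response genes (0.57, 0.0235) and photosynthesis genes (-0.74, 1.35e-09) passed, of which cambium regulators also passed with fry (0.0283). Over all genes, 6 cambium, 0 mitotic, 0 wound response and 10 photosynthesis members passed in the interaction. Adjusted over the list alone, 8, 0, 0 and 14 did. The mitotic result was lost without wild type replicate 3 (0.107), and the wound response result without wild type replicate 1 or 3, er erl2 replicate 2 or 3, pxf replicate 3 or pxf er erl2 replicate 3 (0.0502 to 0.299).

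**Figure D4:**
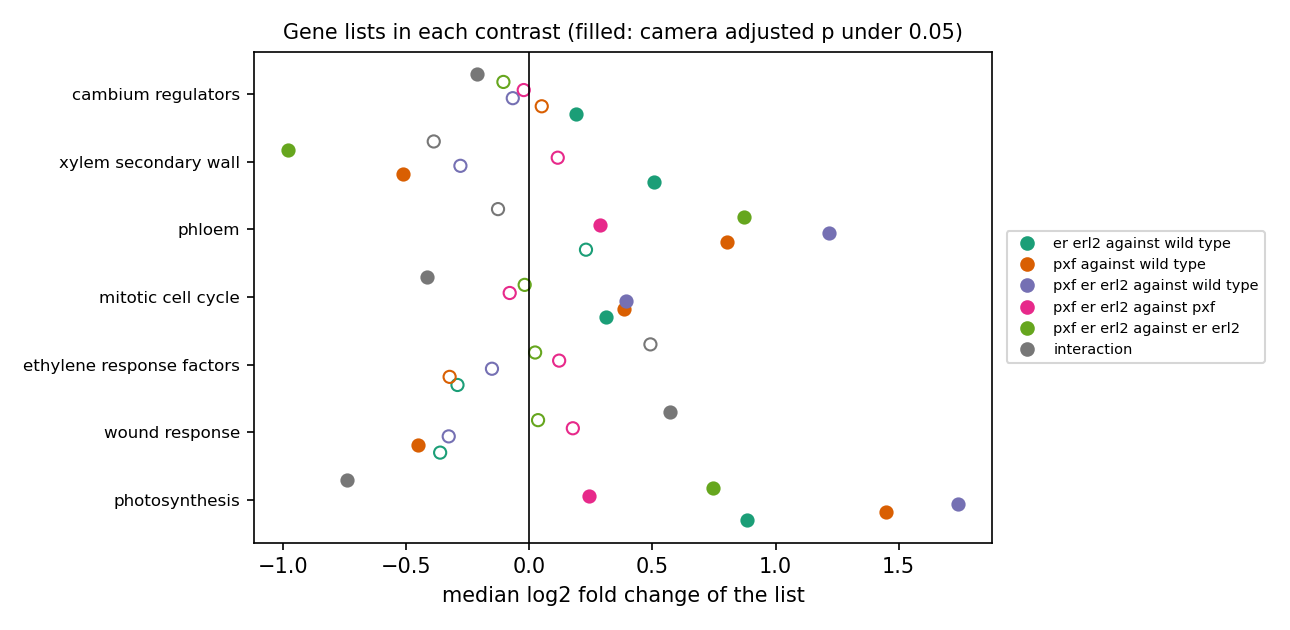
Median log2 fold change of each gene list in each of the 6 contrasts; filled points had a camera adjusted p under 0.05. Photosynthesis genes reach 1.74 in pxf er erl2 against wild type, and xylem secondary wall genes reach -0.98 in pxf er erl2 against er erl2.

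Genes with large changes were not spread evenly along the gene order. In er erl2 against wild type, 210 nuclear genes changed at least 8-fold, and the fullest window of 100 tested genes held 15 of them, against a 95th percentile of 7 in random placements (permutation p 0.0001, the smallest that 10000 permutations can give). They formed 4 runs, from AT3G27940 to AT3G44326, AT4G12890 to AT4G13860, AT5G25390 to AT5G40380 and AT5G42965 to AT5G45220, which held 925 tested genes (4.82%) and 87 of the 210 (41.4%). In pxf er erl2 against pxf, 55 genes changed at least 8-fold and the fullest window held 6 against 4 (permutation p 0.0003), with 3 runs on chromosome 4, from AT4G08990 to AT4G11780, AT4G12890 to AT4G14380 and AT4G14905 to AT4G15975. In pxf against wild type, 87 genes changed at least 8-fold, the fullest window held 5 against 5 (permutation p 0.0674) and there was no run. Windows of 50 genes gave permutation p of 0.001, 0.002 and 0.819 for the 3 contrasts, and a 4-fold limit gave 0.001, 0.001 and 0.186; with 1000 permutations the smallest possible value is 0.001. None of the 5 mutated loci lay inside a run.

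**Figure D5:**
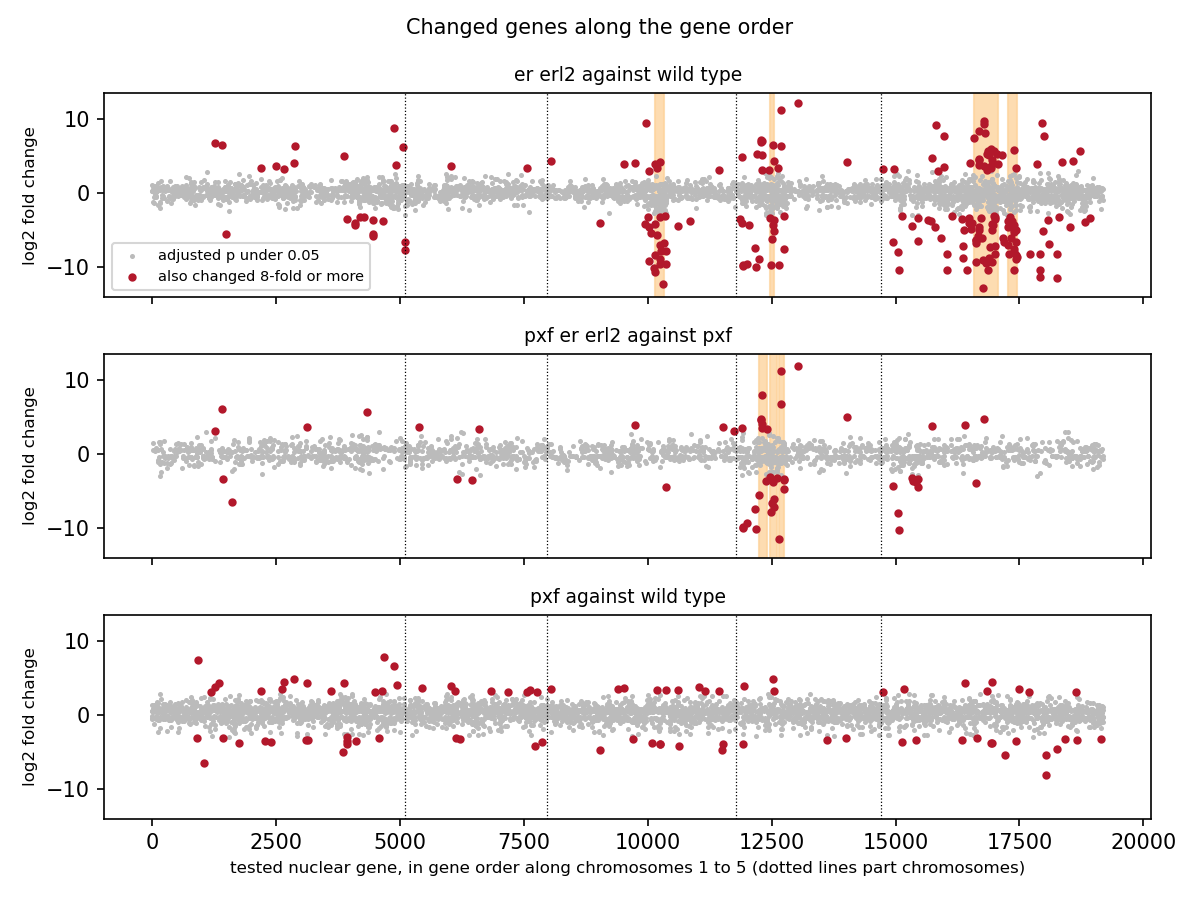
Log2 fold change of genes with an adjusted p under 0.05 in 3 contrasts, against the place of the gene among tested nuclear genes on chromosomes 1 to 5; genes changed at least 8-fold are in red and shaded bands are the runs. Red points crowd in 4 runs in er erl2 against wild type, in 3 runs on chromosome 4 in pxf er erl2 against pxf, and in none in pxf against wild type.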

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

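Of the tests given here, the counts of interaction genes in thinned libraries and outside the runs of neighbouring changed genes were chosen only after the result was seen. What singled out these results was a tested difference: the effect of losing ER and ERL2 differed between the pxf background and the wild-type background.

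The interaction term passed in 1818 genes. Of 100 regroupings of the 12 libraries, the real one included, 1 gave as many genes. The largest other count was 732 and the median was 0. The regroupings were drawn over all 12 libraries, which mixes genotypes within groups. Differences between genotypes then widen the spread and hold the counts down, with or without an interaction. The regroupings therefore do not test the interaction apart from those differences. Correcting for gene length left 1729 genes, thinning all libraries to the smallest total left 1674, and leaving out all genes inside the runs left 1431. These values argue against gene length, depth and the runs as the whole cause. The runs hold 6.46% of tested nuclear genes but 12.98% of the interaction genes and 67 of the 160 (41.9%) whose term is at least 8-fold. A dependence of ER and ERL2 effects on the PXY family is the explanation that the design names, and it stays open beside unlinked differences between the lines, since each genotype is represented by 1 line and no second line is among the samples.

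Of the 6 genes with the largest terms, AT5G28350 (12.64), AT3G43740 (12.15) and AT5G56380 (11.36) had no count in er erl2 but 63.0, 40.1 and 25.2 CPM in pxf er erl2, near the wild-type 68.6, 47.7 and 28.7 CPM. AT5G15360 (-7.93) and AT5G32460 (-8.71) were high in er erl2 only, at 95.5 and 25.8 CPM, and AT1G78450 (-8.86) had 161 counts in er erl2, 40 in pxf, 35 in pxf er erl2 and none in wild type. Terms of genes with groups at or near 0 depend on the prior count and are not bounds of a fold. AT5G28350, AT3G43740 and AT5G32460 lie inside runs of er erl2. Of the 87 genes changed at least 8-fold in these runs, 7 changed as much the same way in pxf er erl2 against pxf. A loss of ER and ERL2 acting alike in both backgrounds would have kept them, so for these a candidate explanation is a difference of the er erl2 line itself. For the other 3 genes, outside the runs, that explanation and a dependence on the PXY family were not separated. Whether reads of similar genes were shared, or lost to sequence differences, cannot be seen from counts.

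PXY had a term of 1.27 (1.204 to 1.372 across the alternatives): losing ER and ERL2 went with a rise of 0.49 in the wild-type background and of 1.76 in the pxf background. The gene does not lie in a run. Its own term was not tested with thinned counts or a length correction. Transcripts counted at a mutated locus may depend on the allele; the counts do not show whether pxf and pxf er erl2 carry the same one, so a regulatory effect and an effect of the allele both stay open. ER had a term of -0.74 (-0.90 to -0.56; adjusted p 0.0190 to 0.129), which was lost in 10 of the 12 fits that each left out 1 library (all but those without wild type replicate 2 or pxf er erl2 replicate 1). ER rose by 0.71 in pxf, and with the gene mutated in pxf er erl2 the same rise was not seen (-0.03 against er erl2, adjusted p 0.908); no biological or technical explanation was tested for it.

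In 4 gene lists the term passed as well, with camera at the fixed correlation between genes. With the correlation estimated from the data, 0 lists passed. With fry, cambium regulators passed (adjusted p 0.0283). Photosynthesis (0.0557), mitotic (0.312) and wound response genes (0.489) did not. Of single members, 0 mitotic and 0 wound response genes passed. The ranges and adjusted p that follow are for camera at the fixed correlation. Photosynthesis genes had a median of -0.74 (-0.88 to -0.50). On the log2 scale, the rise in pxf er erl2 was thus smaller than the sum of the rises in er erl2 and pxf. Rises that only add up in CPM also give a negative term. Whether the rises fell short of a sum in CPM was not tested. Cambium regulators had -0.21 (-0.26 to -0.12; adjusted p up to 0.0439) and mitotic genes -0.42 (-0.50 to -0.23), the latter lost without wild type replicate 3 (adjusted p 0.107). Wound response genes had 0.57 (0.23 to 0.74) and were lost in 6 fits that left out 1 library, most without pxf replicate 3 (0.299). Wound response, mitotic and photosynthesis genes also led a deviation shared by single replicates of several genotypes (percentiles of 100, 0 and 0 among random lists), so a difference in handling or tissue between replicates may contribute to these 3 terms. The photosynthesis term kept its side of the threshold without each of those replicates, which argues against a single one of them as its whole cause. A saturating rise of photosynthesis genes, in which the second loss adds less, was not tested.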

How the results depend on the processing

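Counts thinned to the smallest library, genes outside the runs and a block in a fit of wild type and pxf er erl2 alone were alternatives chosen only after the data had been seen; the other alternatives were fixed beforehand. No called log2 fold change of a named gene and no list median past the threshold reversed under the alternatives tried for it, and no gene called with all libraries changed sign while called when 1 library was left out.

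A 2-fold minimum change removes calls by construction. It left 958 genes in er erl2 against wild type, 1211 in pxf, 2110 in pxf er erl2, 571 in pxf er erl2 against pxf, 1864 against er erl2, 721 in the interaction, 243 changed the same way in er erl2 and pxf, and 228 in all 3 mutants. Gene lists past the threshold went from 21 to 12 with fry and 0 with the correlation estimated, where 4 had an unadjusted p under 0.05; the number was 20 to 22 with other size factors, no filter or the replicate block. Under the other alternatives, every count of genes stayed within 1.5 times its value: 2984 to 3764 for er erl2, 3591 to 4282 for pxf, 5801 to 7070 for pxf er erl2, 1363 to 2280 for pxf er erl2 against pxf, 5731 to 6678 against er erl2, 1431 to 2169 for the interaction, 879 to 1170 for er erl2 and pxf together and 808 to 1043 for all 3 mutants.

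Across fits that each left out 1 library, and so had fewer samples, er erl2 gave 2578 to 2763 genes, pxf 2497 to 3629, pxf er erl2 5332 to 7465, pxf er erl2 against pxf 1192 to 2244 and against er erl2 5283 to 6607. The interaction gave 1119 to 1747, er erl2 and pxf together 676 to 997, all 3 mutants 625 to 1288 and the lists 16 to 23. Counts moved by more than 1.5 times without pxf replicate 1 (2615 in pxf, 1206 in pxf er erl2 against pxf, 1119 in the interaction), pxf replicate 3 (2497, 1298 and 1183), pxf er erl2 replicate 1 (1192 against pxf), wild type replicate 1 (693 shared by er erl2 and pxf) and er erl2 replicate 3 (676 shared, and 625 in all 3). Why these libraries matter more than others was not tested.

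Named genes were not refitted with thinned counts, a 2-fold minimum change or genes outside the runs. Of 98 calls for them, 81 held under the alternatives tried and 17 were weaker under at least 1, 7 of them under others than leaving out a library; the 6 uncalled ones stayed uncalled. Of 21 list results past the threshold with camera, 14 held with other size factors, no filter, the replicate block and each library left out, all at the fixed correlation between genes, and 7 were weaker under at least 1; none held with the correlation estimated. Of 21 not past it, 5 were stronger under at least 1. The cambium list in er erl2 was lost with the replicate block (adjusted p 0.0653).

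The FLA12 call in er erl2 was lost with the block and the GC correction together (0.0508), and the ER term of the interaction with the block (0.0765) and with both (0.0772).

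With the replicate block, pxf er erl2 against wild type gave 6676 genes, 6523 of them also called without it, and a fit of these groups alone with the block gave 6647. ERF1 was lost in the latter (adjusted p 0.0873), and the block changed no other named call in that contrast; PXL2 was too low to be tested in that fit.

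The share of changed genes that were higher lay on both sides of 50% in 4 contrasts: 46.7% to 55.2% in er erl2, 46.0% to 55.5% in pxf er erl2 against pxf, 49.4% to 64.8% against er erl2 and 48.2% to 60.1% in the interaction, the highest value of the last 3 being with a 2-fold minimum change. It stayed above 50% in pxf (54.5% to 67.0%) and pxf er erl2 (51.1% to 69.3%) against wild type. Without single libraries it was 49.5% to 54.5% in er erl2, 63.6% to 69.6% in pxf, 54.8% to 57.9% in pxf er erl2, 47.7% to 51.8% in pxf er erl2 against pxf, 52.9% to 55.01% against er erl2 and 46.9% to 56.6% in the interaction. Depth limits what can be said of ERL2, PXL1 and PXL2, whose counts are few.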

Other observations

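Tests chosen only after the result was seen were the tests of runs along the gene order, except those of smaller changes inside the runs and of copies counted once, the share of the 10 largest genes, the depth of the deviating replicates, the glucosinolate tests, the thinned libraries and the block in pxf er erl2 against wild type. The lists of leaf transcripts and of further clock genes were also added later and were not fixed beforehand.

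Large changes crowded in runs of neighbouring genes in er erl2 against wild type (permutation p 0.0001, the smallest that 10000 permutations can give) and in pxf er erl2 against pxf (0.0003), but not detectably in pxf against wild type (0.0674). Of 87 genes changed at least 8-fold inside the runs of er erl2, 7 changed as much the same way in pxf er erl2 against pxf, 6 of them in the run on chromosome 4, and 48 (55.2%) were within 2-fold of wild type in pxf er erl2. This argues against an effect of losing ER and ERL2 that is alike in both backgrounds. Outside the runs, 28 of 123 (22.8%) changed as much the same way. Depth is argued against by 11 genes at 0 in all er erl2 libraries and above 10 CPM in every wild-type library, 5 of them inside the runs. Tandem copies as the whole cause are argued against by counting changed genes once per neighbourhood of 5 genes, which left 150 genes and a permutation p of 0.0029. Of 1000 random subsets of the er erl2 genes, each as many as in pxf, 978 had a fuller window than pxf. This argues against regions where genes differ between any lines as the whole cause. In pxf against wild type, 11 of 87 genes changed at least 8-fold (12.6%) lay in runs found in the other contrasts. Those runs hold 6.46% of tested nuclear genes. The difference was not tested, so a contribution of such regions stays open. Smaller changes were also called more often inside the runs, 33.4% against 17.1% outside in er erl2 (rotation p 0.0025) and 25.0% against 9.94% in pxf er erl2 against pxf (0.0041). A candidate explanation is that these segments come from another parent or accession and stayed in the lines through crossing; er erl2 and pxf er erl2 would share only part of them. If reads were lost to sequence differences, falls should prevail inside the runs: 61 of 87 (70.1%) were lower there and 75 of 123 (60.98%) outside (Fisher's exact p 0.189), which leaves that point open. No genotype data are among the files, and none of the mutated loci lies in a run.

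Genes next to the mutated loci showed no detectable excess of calls, as linked variation would give. Of 300 neighbours of PXY, PXL1 and PXL2, 67 (22.3%) were called in pxf against 21.02% of all (p 0.2996 from random places), and of 200 neighbours of ER and ERL2, 27 (13.5%) were called in er erl2 against 18.8% of all (p 0.817). The spread between random places, with a 95th percentile of 25% and 30%, is too wide to exclude linkage.

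Photosynthesis genes were higher in all 3 mutants. A few genes taking most of the counts is argued against, since the 10 largest genes held 4.16% of counts in wild type and less in er erl2 (3.39%), pxf (3.798%) and pxf er erl2 (3.91%), and library totals alone gave medians of 0.88, 1.41 and 1.75. More leaf or shoot tissue in the excised piece may contribute: 12 other transcripts abundant in leaves, all with counts in every wild-type library, rose by a median of 1.28 in er erl2, 1.80 in pxf and 2.22 in pxf er erl2. A 13th, CA1, had 3 counts in wild type and 23 in pxf er erl2, while RBCS1A had 5639 and 38684. That goes against abundant leaf RNA, but CA1 is a single gene near the floor, its counts were looked at after the result, and its reads may have been lost in the authors' counting to overlapping genes or strand, which the files do not settle. No leaf library is among the samples. Leaf tissue and a rise inside the hypocotyl and root therefore cannot be told apart.

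Morning clock genes were higher in er erl2 (median 1.17 over 4 genes, above all random lists) and in pxf er erl2 against pxf (1.14), and evening genes were lower (-0.27 and -0.36, percentiles of 2.06 and 0.20). In pxf the medians were -0.03 and 0.20 (percentiles of 35.2 and 88.0), over members that went both ways: LHY was lower (-0.62, adjusted p 0.000122), and TOC1 and PCL1 were higher (0.19 and 0.26, adjusted p 0.0460 and 0.0461). In pxf er erl2 against wild type the medians were 1.14 and -0.16, with LHY lower (-0.45, 0.000402) and CCA1 higher (0.96, 0.000330). These 4 genes were chosen after their values were seen. Another time of harvest should move further clock genes in the same way. Of the lists added for this, 6 other morning genes rose in er erl2 (0.73, percentile of 99.96), while 5 other evening genes did not fall (-0.05, percentile of 35.7). Harvest time and an effect of ER and ERL2 cannot be told apart with no time of harvest in the labels.

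Replicate 3 of pxf er erl2, replicate 2 of pxf and replicate 3 of wild type deviated from their groups in a common direction (scores of 37.6, 23.2 and 18.2), and er erl2 replicate 1 less so (9.76), along a component that held 30.7% of the variance within groups. Wound response genes loaded high on it (percentile of 100 among random lists), as did xylem genes (99.5), while photosynthesis (0) and mitotic genes (0) loaded low. Morning and evening clock genes did not stand out (16.8 and 68.1). Library depth stays open: pxf replicate 2 and wild type replicate 3 were the deepest of their groups (rank 3), and pxf er erl2 replicate 3 was the shallowest (rank 1). A difference in handling or in the tissue taken is a candidate explanation, consistent with the wound response percentile of 100; the labels give no batch with which to test it.

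Aliphatic glucosinolate genes rose in all 3 mutants, by a median of 2.32 in er erl2, 1.08 in pxf and 3.21 in pxf er erl2 over 19 genes, with 17, 18 and 19 of them higher. The median was 0.89 in pxf er erl2 against pxf, 0.75 against er erl2 and -0.96 in the interaction. Relative to leaf transcripts, these genes were higher in er erl2 than in pxf. The median differences were 0.14 and -0.51 over 17 and 12 genes (permutation p 0.0133). That goes against more leaf tissue as the whole cause. The permutation shuffled genes between the lists, and genes are not independent replicates, so this p does not settle the question. By locus code, CYP83A1 (AT4G13770) and IIL1 (AT4G13430) among these genes also lie within a run found in er erl2. The regulator MYB29 rose by 2.93 in er erl2 (adjusted p 0.00116) but not detectably in pxf (0.66, 0.474), while MYB28 rose in pxf (0.70, 0.00442) but not detectably in er erl2 (-0.30, 0.188). By locus code, MYB28 (AT5G61420) lies near PXY (AT5G61480) and MYB29 (AT5G07690) near ERL2 (AT5G07180). Variants at the MYB28 and MYB29 loci that came along with the mutations may contribute. With counts alone this cannot be told apart from an effect of the receptors.

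Other splits of the libraries were counted for the 5 pairwise contrasts. In each, 1 of the 10 splits of 6 libraries, the real one, gave as many genes, and the largest other count was 1, 0, 0, 0 and 0; with 10 splits the share cannot go under 0.1. In pxf er erl2 against wild type, whose numbers were taken as pairs, the other splits, those that part all pairs included, gave 0 genes. Correcting for gene length gave 3432 genes in er erl2 against wild type, 4172 in pxf, 7087 in pxf er erl2, 1971 in pxf er erl2 against pxf and 6638 against er erl2. Libraries thinned to 10507590 counts gave 3459, 3829, 6677, 1792 and 6296 genes over 18992 tested. With the replicate block, pxf er erl2 against wild type gave 6761 genes after the length correction and 6403 after thinning. Neither gene length nor depth removes the counts of changed genes.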
